A study of Mus musculus with 3 samples. Its data were reported in "Defining the Molecular Character of the Developing and Adult Kidney Podocyte" (2011).

How the data were processed

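Gene expression was measured in podocytes from adult MafB-GFP transgenic mice, in which the regulatory region of the transcription factor gene Mafb drives green fluorescent protein in the podocyte, the epithelial cell that wraps the glomerular capillaries. The labels describe 3 arrays, each made from a pool of about 2 kidneys of male CD-1 mice aged 7 to 9 weeks. Kidneys were minced and digested with collagenase, glomeruli were purified through filters of decreasing pore size, and GFP-positive cells were sorted after a trypsin digest. RNA was amplified with the NuGEN Ovation Pico whole-transcript system, labelled with biotin and hybridised to Affymetrix arrays. The labels name 1 group, so the 3 arrays were treated as replicates of adult podocytes and no comparison between groups was made. Embryonic podocytes and total kidney cortex, which the study compared with these cells, were not analysed here. Nothing in the labels says whether the pools came from separate animals or separate sorts. The test of each gene therefore measures only the spread between these 3 arrays, which may be technical. The p-values printed for gene lists count genes as if independent, and hold this spread only through the calls of single genes.

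The authors deposited 1 log2 value for each of 35557 probes on each array. The processing notes name Affymetrix Expression Console; its version, the background correction and the summarization used for these values are not given in the sources used here, while the study names RMA16 in GeneSpring for its own screens. The values were not centred per gene. They had been brought to nearly the same distribution on each array, with medians of 5.94, 5.93 and 5.91 and the same highest value of 14.38. They were used as deposited, and the linear signal printed in the text is 2 raised to the log2 value. Of the 35557 probes, 21789 had 1 gene symbol in the platform annotation, 1621 had several and 12147 had none. Only probes with 1 symbol were used, which gave 19939 genes, and 19856 of these were found by gene ID in the RefSeq gene table for GRCm38.p6, used for names only. Genes that these probes did not name, among them Mafb, Nphs2, Magi2, Ren1 and Gapdh, were not analysed here. For the 998 genes with more than 1 probe, the probe with the highest mean was taken. A few named genes had probes on both sides of the background bound, among them Anxa6, Sema4d, Ephb1, Ntng1, Itgad and Wnt4. Others had probes over the bound at unlike levels, such as Foxn3 (896 and 73.6) and Myh9 (505 and 87.9), and only the higher is given below. A probe's level also depends on its sequence, so levels of different genes were not ranked against each other. Each call does set a gene against 1 bound taken from probes of other genes. This dependence on sequence therefore enters the calls and the shares of the gene lists.

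Background was estimated from 1230 probes of 1214 olfactory, vomeronasal and bitter taste receptor genes, taken as silent in the kidney. The bound was the 95th percentile of their mean log2 value, 6.07, or a signal of 67.4. By construction it is lenient. A gene was called above background where a one-sided moderated test in limma 3.58.1 (R 4.3.3) of its log2 values minus the bound gave a Benjamini-Hochberg adjusted p under 0.05 over all 19939 genes. Each of 47 gene lists was compared with all other genes by a two-sided Fisher's exact test of the number of members called above background (scipy 1.17.1), with adjustment over the 47 lists. Agreement between arrays was described by the correlation across genes for each pair and by the number of genes that differed by over 2-fold. For each list and array, the median over members of the array's log2 value minus the mean of the other 2 arrays was ranked among 10000 random lists of the same size, matched on mean log2 value in 20 bins. Tests, lists and alternatives were fixed before the data were examined, except those said to have been added later.

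A property of the deposited values limits the tests. Of the 19939 genes, 12116 (60.77%) had exactly the same value in all 3 arrays, so their measured SD was 0. Moderation could not correct this, since limma estimated 0.06 prior degrees of freedom. A gene whose arrays were identical was therefore called whenever its value exceeded the bound, by however little, and the SDs printed here understate the error of measurement. Adjusted p-values of such genes carry no information and are not printed. A setting that gave every gene the pooled SD of the 7823 genes that varied (0.133 on the log2 scale) was added after this was seen, and so was a setting with an SD of 0.5.

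The procedure was tested on simulated data built from the real values, with 200 of the 19939 genes set to each of several levels. At 1.1 times the bound 81.5% of the 200 genes were called, at 1.25 times 91.5%, at 1.5 times 98% and at 2 times 99%, while 0.5% were called at 0.9 times the bound. The simulated errors were drawn from the real values, where a gene with identical arrays has an error of 0. Genes given such errors are by construction called over the bound and not below it. These shares therefore largely restate the identical values and do not measure sensitivity or false calls under real error. With the pooled SD for every gene, 8.5% were called at 1.1 times the bound and 99% at 1.25 times. Of 100 simulated lists of 30 genes drawn with no excess, Fisher's test called 0. The median shift passed the 2.5th percentile in 0 of 100 lists left as they were and in 100 of 100 in which every member was lowered by 0.05 on 1 array, an outcome that breaking the ties all but fixes. When only the members whose arrays differ were lowered, by 0.2, the median over all members found 11 of 100 lists, so a median near 0 over a list with many identical members shows little. Comparing members whose arrays differ with random genes whose arrays differ, a setting added after the data were seen, found 30 of 100 at 0.05, 82 of 100 at 0.1 and 100 of 100 at 0.2, and 4 of 100 with no shift. The random lists treat genes as independent, so percentiles describe these arrays and are not tests. The number of arrays limits the precision of every value.

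Alternatives were the 99th percentile and the median of the chemosensory probes as bound, a signal of 100 or 150 as bound, quantile normalization, a common median, a trended and robust prior, a test without moderation, the mean of a gene's probes, a filter on dim probes, and leaving out each array. The text names genes by a rule. It takes the first 4 measured members of a fixed list, with every member on the minority side of the call where these are 5 or fewer. It takes up to 6 members of a family with the smallest adjusted p, and all where 8 or fewer are above background. Because the adjusted p of a gene with identical arrays carries no information, this part of the rule favours such genes, some of them near the bound, and the members it names are examples only. It takes any gene that the study's text names, the 10 genes above background that varied most between arrays, and Tek, Xist and the Y-linked genes as checks; Mafb, also meant as a check, was among the genes not analysed here.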

Results

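The data describe the transcripts of adult MafB-GFP podocytes on 3 arrays. They bear on the question of which genes the mature podocyte expresses, and the design holds no contrast beyond gene against background. Values are mean linear signals, given with the SD over the 3 arrays (n = 3). Where no SD is given, the deposited value was identical in all 3. A total of 9415 of 19939 genes (47.22%) lay above the background bound, a signal of 67.4. By point value, 4261 genes exceeded a signal of 150 and 1043 exceeded 500. The arrays carried the male transcripts that the labels call for. Uty was at 115 ± 16.3, Kdm5d at 159 ± 14.5 and Eif2s3y at 301 ± 11.6, all above background, while Xist, made from the inactive X chromosome of females, was at 32.3. Of 14 housekeeping genes, 13 were above background, and Gusb, a lysosomal enzyme at 65.1, was the exception.

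Established podocyte genes were well represented. Of 37 measured members of the podocyte list, 32 were above background, against 47.15% of other genes (Fisher's exact test, adjusted p = 1.68e-05). Nphs1, which encodes nephrin of the slit diaphragm, gave a signal of 1582 ± 50.8. Podxl, the major sialoprotein of the foot process surface, was at 2789. Synpo, an actin-associated protein, was at 440.0 ± 6.83, and the transcription factor Wt1 was at 1419 ± 101. The 5 members that did not pass were Trpc6 at 40.3, Synpo2l at 48.9, Podn at 53.7 ± 3.87, Nckap5 at 40.3 and Pla2r1 at 54.9. Trpc6 encodes a calcium channel whose mutation causes focal segmental glomerulosclerosis, and Pla2r1 encodes the main autoantigen of membranous nephropathy in humans. With the bound raised to a signal of 150, 29 of the 37 still passed, against 18.42% of other genes (adjusted p = 6.79e-14). The second probe of Nphs1 read 78.9, so a low reading at a probe does not exclude expression.

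Markers of the cells that surround the podocyte were mostly near background. Only 5 of 30 endothelial markers were above it (adjusted p = 0.00377, a lower share than other genes). Tek, the receptor Tie2 of endothelial cells, was at 35.8, Pecam1 at 52.3, Cdh5 at 66.4 and Kdr at 51.6. The 5 that passed were Ehd3 at 110.3, Egfl7 at 90.3, Gpihbp1 at 77.9, Plat at 2196 ± 57.4 and Cldn5 at 493 ± 10.5. Plat encodes tissue plasminogen activator and Cldn5 a tight junction protein, and only these members had a signal over 150. The lower share of endothelial markers was no longer called with a bound of 100 (adjusted p = 0.0561), with a bound of 150 (adjusted p = 0.227) or with a pooled SD (adjusted p = 0.0936). It was also lost at the 99th percentile bound and without array 2. The study left out adult profiles with a raised Tie2 signal. If these arrays are those it kept, low Tek and endothelial markers partly reflect that selection and are no independent check of purity. Of 34 macrophage and leukocyte markers, 3 passed (adjusted p = 2.8e-05): Cx3cr1 at 136, Cd3e at 75.6 and Cd8a at 68.3. Ptprc, the pan-leukocyte antigen, was at 44.8, Csf1r at 51.6, Cd68 at 66.1 and Adgre1 at 16.0. Of 29 cell cycle genes, 2 passed (adjusted p = 4.77e-05), Aurka at 91.3 and E2f1 at 143 ± 4.47, while the proliferation marker Mki67 was at 43.6, Top2a at 18.8, Ccnb2 at 46.0 ± 1.69 and Ccna2 at 31.3.

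Proximal tubule markers were also a low group, with 6 of 32 above background (adjusted p = 0.00538; adjusted p = 0.107 with a pooled SD). The phosphate transporter gene Slc34a1 was at 83.3, the endocytic receptor genes Lrp2 and Cubn at 42.3 and 18.2, and Slc5a2 at 77.7 ± 4.67, which did not pass. No member passed a bound of 150. The other cell type lists were not called different from other genes. In the loop and distal tubule list 12 of 20 passed (adjusted p = 0.496), among them Umod at 218, Slc12a3 at 83.6 and Pvalb at 101 ± 1.41, with Slc12a1 at 39.0 ± 4.43 below the bound. In the collecting duct list 9 of 22 passed (adjusted p = 0.808), with Aqp2 at 91.7 and Aqp3 at 90.7 above the bound and Scnn1b at 40.3 and Scnn1g at 27.9 below. In the mesangial and smooth muscle list 10 of 21 passed (adjusted p = 1). Pdgfrb was at 154 ± 2.44, Itga8 at 52.7 ± 7.69, Gata3 at 50.6 and Des at 50.3 ± 2.56, and 0 of the 21 passed a bound of 150. Of 15 parietal epithelium markers 4 passed (adjusted p = 0.284), Cldn1 at 196, Pax8 at 85.1, Ncam1 at 130.0 ± 8.47 and Dkk3 at 88.6, while Pax2 was at 54.8 ± 1.26 and Cdh6 at 41.6 ± 1.70. Fibroblast markers gave 7 of 19 (adjusted p = 0.653), with Col1a1 at 118, Col1a2 at 154 ± 10.7 and Col3a1 at 87.9 above background and Pdgfra at 42.8 ± 2.51 below. Red cell markers gave 3 of 9 (adjusted p = 0.653), namely Slc25a37 at 132, Tal1 at 77.9 and Gata1 at 71.9. Nephron progenitor markers gave 7 of 20 (adjusted p = 0.539), with Cited1 at 81.6 above background and Six2 at 63.1, Eya1 at 36.6 and Osr1 at 50.9 below. As a check of the bound, 7 of 31 genes typical of other organs passed it (adjusted p = 0.0248, lower than other genes). The liver genes Alb, Ahsg and Afp were at 39.3, 47.4 and 28.0 ± 0.90, and Apoa2 was at 82.3. A signal between the bound and about 100 is therefore weak evidence of expression. Higher signals are not secure either. In this list 1 of the 31, at 162, passed a bound of 150, and 6 of the 1214 chemosensory genes had a mean over 150.

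**Figure D1:**
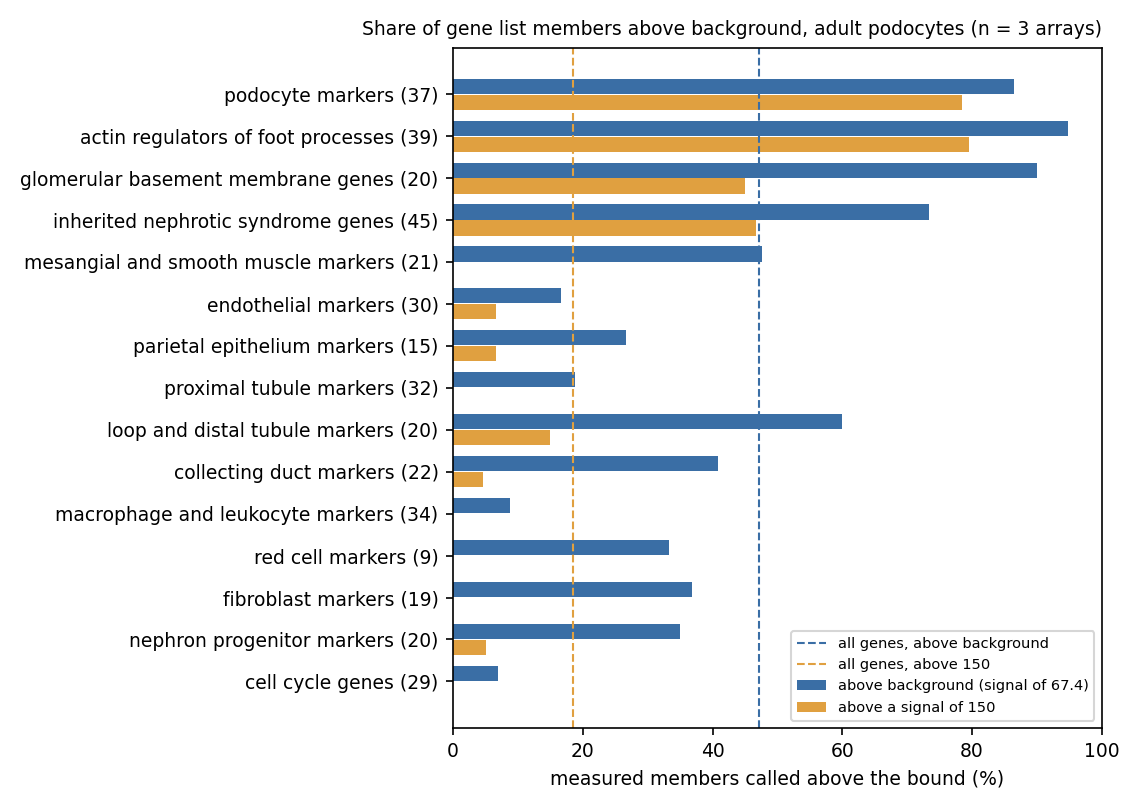
Horizontal bars give the percentage of measured members of each gene list (number in parentheses) called above background (blue, signal of 67.4) or above a signal of 150 (orange) on 3 adult podocyte arrays, and dashed lines give the same percentages over all 19939 genes (47.22% and 18.53%). In the podocyte, actin, basement membrane and nephrotic syndrome lists both bars pass the line of their colour, and in the leukocyte, proximal tubule and cell cycle lists the blue bar falls short of its line and the orange bar is absent (0 members).

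The structural genes of the filtration barrier were largely above background. Of 20 glomerular basement membrane genes 18 passed (adjusted p = 0.000883). The type IV collagen chains of the mature membrane, Col4a3 and Col4a4, were at 574 and 508, Col4a5 at 165, and the laminin chain Lama5 at 147. The members below the bound were the nidogen Nid1 at 56.1 ± 2.63 and Lama1, a laminin of the embryo, at 55.9. Of 39 actin regulators 37 passed (adjusted p = 9.29e-09). Actn4, an actin crosslinker, was at 1457 ± 26.7, Inf2, a formin, at 159.9 ± 7.54, and the nonmuscle myosin Myh9 at 505. Was, the blood cell paralogue of Wasl, was at 70.8 ± 4.97 and did not pass, and Anln was at 16.3. Among mouse counterparts of genes mutated in nephrotic syndrome, 33 of 45 passed (adjusted p = 0.00279), including the phospholipase gene Plce1 at 1847 ± 99.2 and the laminin chain Lamb2 at 279. These lists share members with the podocyte list, such as Nphs1, Wt1, Actn4 and Synpo, and are not independent of it. All 3 calls held with a bound of 150.

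The receptors and signals that the study names were chosen on data that include these arrays, so their share is not independent evidence. Of 35 measured, 31 were above background (adjusted p = 1.06e-05). Among guidance molecules, Sema3g was at 484 ± 4.87, Sema5a at 876, Sema3e at 1338 ± 4.36 and the Slit receptor Robo2 at 1507. Sema3a, at 30.9, and Slit2, at 28.9, were not above background. The study also gave both as off in the adult. The natriuretic peptide receptors Npr3 and Npr1 were at 2999 ± 143 and 312. The cytokine receptor subunits Il6st and Ifngr1 were at 1538 ± 8.88 and 1083 ± 8.92. The integrin genes Itga2, Itga3, Itgav, Itgb1 and Itgb5 were at 294 ± 41.4, 417 ± 19.2, 1217 ± 98.6, 2869.9 ± 16.4 and 1405. Of the receptors for bone morphogenetic proteins and activins, Bmpr1a was at 655 ± 35.2, Bmpr2 at 1141 ± 0.99, Acvr2a at 394, Acvr1 at 97.8 and Acvr2b at 82.4. Bmpr1b, at 26.0, and the ligand gene Bmp2, at 29.2 ± 6.16, did not pass. The study placed both at background too. The growth factor genes Vegfa, Egf, Ccn2 and Npnt were at 1542, 493 ± 36.0, 389.9 ± 20.4 and 1285 ± 71.8. Spred2, an inhibitor of receptor tyrosine kinase signalling, was at 1042 ± 36.0, Gmfb at 1192 ± 16.8, the kinase Fyn at 529, Efnb1 at 414, Anxa1 at 967 ± 74.8, Anxa5 at 771 ± 42.3 and S100a10 at 1237.

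Taken as whole families, fixed without regard to the study, the guidance genes were not called different from other genes in their share above background. The study's neuronal character rests on genes enriched over kidney cortex or embryonic podocytes. These data lack that contrast, so the claim is not tested here. Semaphorins passed in 11 of 20 cases (adjusted p = 0.653), ephrins and Eph receptors in 6 of 21 (adjusted p = 0.284), plexins and neuropilins in 5 of 11 (adjusted p = 1), and Slit, Robo, netrin and Unc5 genes in 8 of 18 (adjusted p = 1). Members above background included the semaphorin coreceptor Nrp1 at 337, Plxna1 at 202 ± 6.83, Plxnb1 at 219 ± 0.21, Plxnb2 at 136, Plxnd1 at 69.3, Efnb1 at 414, Efnb2 at 196, Epha2 at 126, Epha10 at 109 ± 5.63, Ephb1 at 103, Efna5 at 95.3, Neo1 at 351 and Unc5c at 281 ± 33.9. Robo1 was at 105, Ntn4 at 142, Ntng1 at 166, Unc5d at 86.8 and Ntn3 at 72.8. Of the semaphorins named by rule, Sema3b was at 169.6, while Sema5b, Sema6c, Sema4b and Sema4d, between 67.6 and 86.4, were close to the bound. Integrins passed in 12 of 26 cases (adjusted p = 1) and in 6 of 26 with a bound of 150. Besides the integrins given above, Itga5 at 85.3 and Itga1 at 84.6 lay near the bound, and Itgb8, named after its value was seen, was at 857 ± 15.4.

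The list of transcription regulators drawn from the study's text had 19 of 27 measured members above background (adjusted p = 0.0614), a share that passed the test with a bound of 150 (17 of 27, adjusted p = 5.11e-06). This list, too, was chosen by the study, and it also holds Cdh1, Sync and Txnip, which the study names beside the regulators and which are not transcription factors. The forkhead genes Foxc2 and Foxd1 were at 3611 ± 35.1 and 2546 ± 49.96. Tcf21, a basic helix-loop-helix factor of the podocyte, was at 2406 ± 217 and Dach1 at 781 ± 37.9. Hoxc4, Hoxc6 and Hoxc8 were at 172, 333 ± 17.1 and 249.6, Zeb1 at 247 ± 3.79 and Jun at 410.1 ± 37.2. Chromatin regulators were also present, with Smarca2 at 676 ± 27.1, Sap18 at 842 ± 109, Setd7 at 444 ± 6.21, Kdm4c at 352 and Kdm7a at 375 ± 67.9. Txnip was at 396 ± 33.1 and Sync at 580.3 ± 90.9. The 8 that did not pass were Eya1, Eya2, Six2, Six3, Six4, Six5, Six6 and Cdh1, with signals from 23.7 for Six4 to 64.6 for Cdh1. The study also gave Eya1 and Eya2 at background, Six3 to Six6 as very low and Six2 as essentially absent in the adult. It named E-cadherin (Cdh1) only in describing Zeb1 and Jun. The members that did not pass are therefore not genes that it called expressed in the adult podocyte. Eya3, at 108, and Eya4, at 114 ± 3.58, were above background, so with Dach1 3 of the 11 genes of the Eya, Dach and sine oculis families passed (adjusted p = 0.459). Of 37 Hox genes 22 passed (adjusted p = 0.302), among them Hoxa4 at 145, Hoxa5 at 148, Hoxa7 at 162, Hoxb2 at 77.8 and Hoxb3 at 73.6, and 10 of the 37 passed a bound of 150. Of these, Hoxa9 at 319.8 ± 8.86, Hoxd8 at 276 ± 31.5, Hoxc9 at 229 ± 9.45 and Hoxd4 at 227 are named after their values were seen. So is Hoxd10 at 270.5 ± 40.2, whose mean lay over 150 as well. Of 43 forkhead genes 20 passed (adjusted p = 1), among them Foxn2 at 182, Foxj2 at 157, Foxn3 at 896, Foxk1 at 80.9, Foxq1 at 75.6 and Foxp3 at 73.3.

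Muscle genes gave a divided picture. Of the 13 that the study compared with a report on cultured podocytes, 6 were above background (adjusted p = 1). The splicing regulators Mbnl1 and Mbnl2 were at 487 ± 19.6 and 533 ± 7.45 and Aebp1 at 243. Smtn at 116 and Adam8 at 117 passed as well, and Fhl2 at 83.6 ± 1.66 was close to the bound. Cnn1 (calponin) at 52.9, Myocd at 30.6, Neb at 32.8, Rrad at 28.5 ± 0.38, Ryr2 at 42.6, Id1 at 38.3 and Id2 at 26.0 ± 1.79 were not above background. The myosins and the tropomyosin that the study names, chosen on data that include these arrays and so not independent evidence, all passed (6 of 6, adjusted p = 0.0372): Myo6 at 865 ± 14.6, Myo1e at 1399 ± 107, Myo1d at 1891 ± 8.22, Myo10 at 366, Myl6 at 7219.5 ± 369 and Tpm1 at 796 ± 46.3. The whole myosin family passed in 17 of 48 cases (adjusted p = 0.284), with Myo1c at 180.2, Myl7 at 181, Myl3 at 138, Myh10 at 77.2 and Myh11 at 75.2, and genes of the sarcomere in 11 of 32 (adjusted p = 0.326). Of the latter, Acta1 was at 76.7, Actc1 at 65.3 ± 3.10, Myh1 at 28.6 ± 2.08 and Myh2 at 44.6, and 2 of the 32 passed a bound of 150, Myom2 at 832 ± 18.4 and Nebl at 542 ± 20.3, named after their values were seen.

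The neuronal and phagocytic lists were not called different from other genes in their share above background, which does not show that they are alike. The study drew these characters from genes enriched over cortex or embryonic podocytes, which was not tested here. Synaptic vesicle and exocytosis genes passed in 13 of 32 cases (adjusted p = 0.653). Rab3b, a small GTPase of regulated exocytosis, was at 824 ± 43.2, while its paralogues Rab3a, Rab3c and Rab3d, at 49.9, 19.9 and 38.3, were below the bound. Neuronal cytoskeleton genes passed in 7 of 21 cases (adjusted p = 0.496), and the neurofilament genes Nefl, Nefm, Nefh and Ina, at 31.3, 18.2, 61.8 ± 0.96 and 41.6, did not. Those that passed included, named after their values were seen, the intermediate filament genes Vim at 2146 ± 101 and Nes at 609 ± 5.92, and Stmn1, a regulator of microtubules, at 1436 ± 274. Phagocytosis and clearance genes passed in 20 of 31 cases (adjusted p = 0.207). The receptor kinases of the TAM family, which bind apoptotic cells through Gas6, were all above background, with Mertk at 1647 ± 58.1, Axl at 187 and Tyro3 at 123, and Gas6 itself was at 80.9. The scavenger receptor gene Colec12 was at 827. Receptors for vasoactive hormones passed in 11 of 29 cases (adjusted p = 0.539), and besides Npr3 and Npr1 the angiotensin receptor gene Agtr1a was at 74.6, close to the bound, and Npr2 was at 37.2.

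Adjusted over the list alone, the counts of members above background were the same for all 47 lists except 4: collecting duct markers (8), dissociation and stress genes (23), TRPC channels (0) and GABA and glutamate receptors (4). For the lists taken from the study's text this is not independent evidence.

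The 3 arrays agreed closely. Across genes, which are not independent replicates, Pearson's r was 0.998 between arrays 1 and 2 and 0.997 for the other pairs. The number of genes that differed by over 2-fold was 22 between arrays 1 and 2, 24 between arrays 1 and 3 and 29 between arrays 2 and 3. Among genes above background, 9 did so in any pair. Each pair of arrays shared exactly the same value in 67.23% to 71.39% of genes. Such identical values raise r and lower the 2-fold counts, so both may overstate how closely the samples agree. The 10 genes above background with the largest range were Arxes2, Mospd1, Ifitm3, Dnajc13, Snapc5, Snord14e, Alcam, Usp31, Zfp52 and Arfgef2. Arxes2 ranged 2.61-fold, from 201 on array 1 to 525 on array 3. Alcam, an adhesion molecule, was higher on array 3 (1181) than on array 1 (552) and array 2 (560.0). The interferon-induced gene Ifitm3 was lowest on array 3 (209) and highest on array 2 (484). Mospd1, Dnajc13 and Arfgef2 were lowest on array 2, and Snapc5, Snord14e, Usp31 and Zfp52 on array 3. None of these differences has a group to be tested against. Identical values were common: 12116 genes (60.77%) had the same value in all 3 arrays, 52.19% of those above background and 68.43% of the others.

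**Figure D2:**
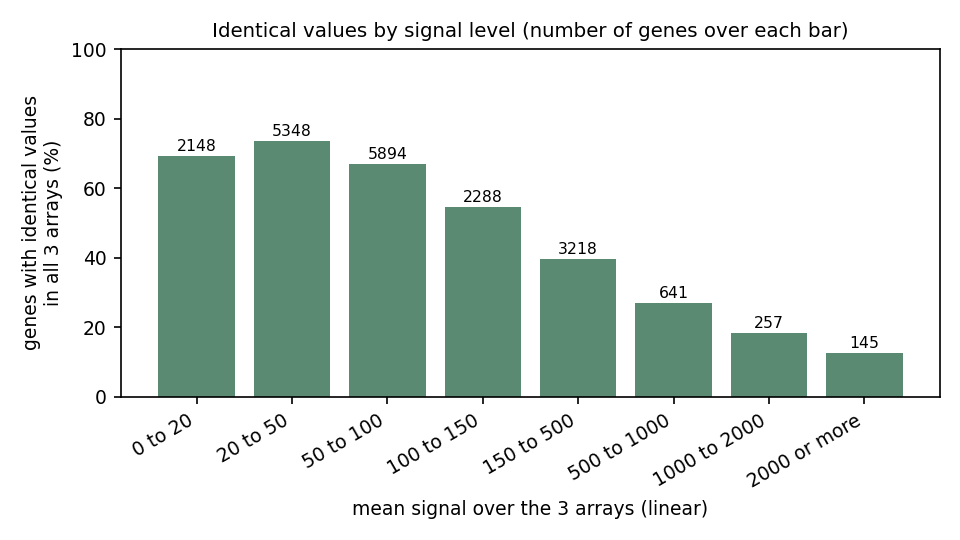
Bars give the percentage of genes whose deposited value was identical in all 3 arrays, by mean linear signal, with the number of genes over each bar. The share fell from 73.47% at a signal of 20 to 50 to 12.41% at 2000 or more.

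Genes induced by tissue dissociation were tested as a list against background. Many of them varied between arrays, and that variation is described here without a test. Of 29 measured immediate early and heat shock genes 22 were above background (adjusted p = 0.0102), a call that was lost with each bound other than the main one and without any of the 3 arrays in turn. Jun was at 410.1 ± 37.2 and Fosb at 114 ± 8.53, while Fos, at 67.4 ± 5.21, and Junb, at 57.0 ± 0.83, did not pass. On array 2 the median member lay 0.03 (log2) above the mean of the other arrays, at the 100th percentile of matched random lists, and 19 members were higher and 2 lower. On array 3 the median member lay at -0.02, at percentile 0.03, with 4 members higher and 17 lower. The remaining 8 members were identical in the 3 arrays. With identical genes left out of both this list and the random lists, the percentiles were 100 on array 2 and 0.09 on array 3. In that comparison other lists lay in the tails as well, such as endothelial markers (percentile 99.41), mesangial markers (99.90) and collecting duct markers (99.40) on array 2 and Wnt and frizzled genes (99.37) on array 3, each on 7 to 10 members. Of 147 pairs of list and array, 3 lay at or below the 2.5th percentile and 5 in the opposite tail of the same size. The others in these tails were podocyte markers on array 2 (median below 0 by less than 0.01, percentile 2.20), annexins on array 1 (percentile 98.86), housekeeping genes on array 2 (percentile 98.36) and the Y-linked genes on each array. The median shift was exactly 0 in 132 of the 147 pairs.

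**Figure D3:**
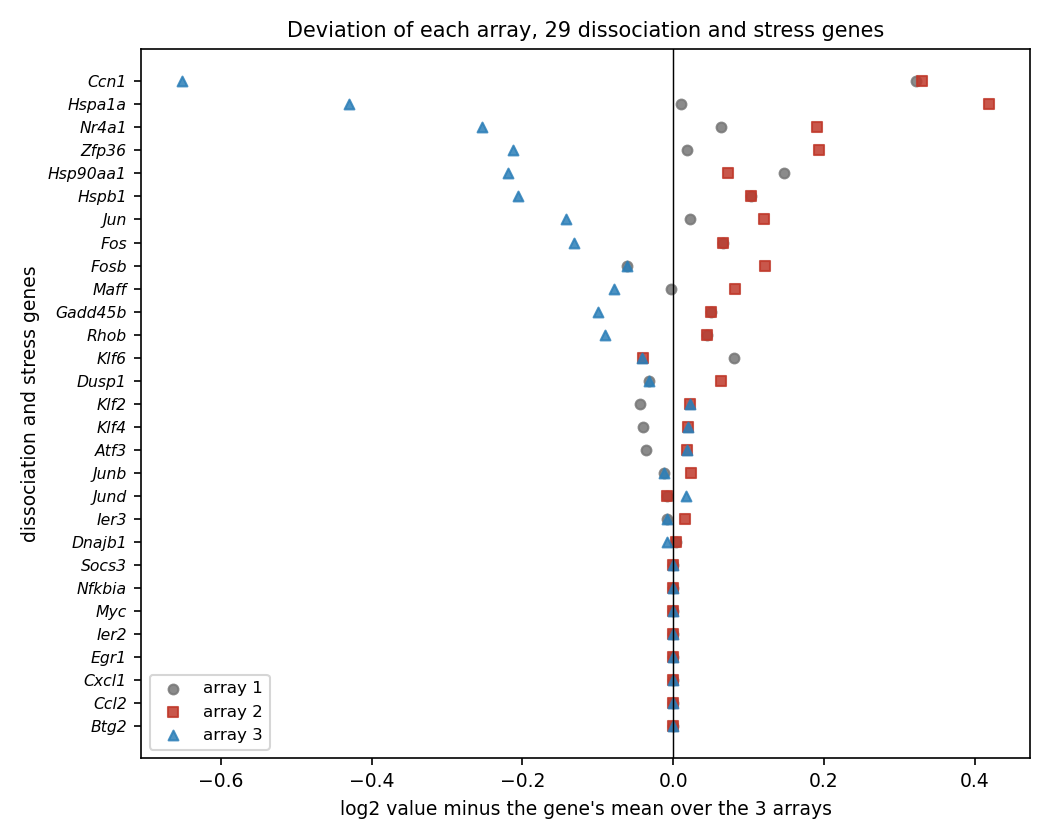
Each row is a dissociation or stress gene, and symbols give the log2 value of array 1 (circle), array 2 (square) and array 3 (triangle) minus the gene's mean over the 3 arrays. Genes that varied mostly had their lowest value on array 3, as Ccn1, Hspa1a and Nr4a1 did, and the 8 genes at the bottom were identical on all arrays.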

Values the study reported

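For purity, the study gave raw signals of the endothelial gene Tie2 (Tek) of 60, 66 and 64 in the adult podocyte profiles that were kept. It put the raw signal of Npr3 in adult podocytes at around 4500 and that of Foxd1 at approximately 2500. Smtn was placed at about 100, as were Fhl2, Adam8 and Id1, slightly over background, and Aebp1 at about 250.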

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

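The number of genes above background depends most on where the bound lies. It was 9415 with the main bound, 6135 with the 99th percentile of the chemosensory probes, 17617 with their median, 6036 with a signal of 100 and 3695 with a signal of 150. It stayed within 1.5 times the main count, from 6307 to 9495, under every other setting, the lowest being with an SD of 0.5 for every gene, a setting chosen after seeing the data. Leaving out 1 array gave 8423 to 8788. In the main setting 8 gene lists had a higher share and 6 a lower share above background than other genes. With the median of the chemosensory probes as bound these counts were 0 and 0, since 88.35% of all genes then passed. Without 1 array there were 7 to 8 higher and 5 to 6 lower lists. No list reversed. Of the 47 lists, quantile normalization and the mean of probes changed the call of 0, and the bounds of 100 and 150 ended 3 and 4 calls and added 1 each. Calls for podocyte markers, leukocyte markers, cell cycle genes, basement membrane genes, actin regulators, nephrotic syndrome genes, the receptors and the myosins named by the study, and GABA and glutamate receptors were lost, of the 10 alternatives applied to lists, only with the median bound. Those for endothelial markers were lost in 6 of the 10, for stress genes in 7, for BMP and activin receptors in 5, for genes of other organs in 3 and for proximal tubule markers in 2; the cause was not tested. Without Cdh1, Sync and Txnip, a choice made after seeing the data, the study's transcription regulators gave 17 of 24 (adjusted p = 0.0748) and did not pass either. This count still holds Eya1, Eya2 and the sine oculis genes, which the study itself gave as low, absent or at background. The lowest Pearson's r of a pair of arrays was 0.997 for all genes on the log2 scale, 0.995 for genes above background and 0.996 on the linear scale. The highest number of genes over 2-fold in a pair fell from 29 to 6 when genes below background were left out, which removes 10524 genes. The shift of the stress genes kept its sign and its place in the tail on arrays 2 and 3 under each of 4 alternatives, with medians of 0.03 to 0.10 and of -0.12 to -0.01. A gene with a signal near the bound cannot be separated from background here.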

Other observations

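The tests of the identical values by signal level and by 2-fold differences, those of endothelial and tubule RNA and that of immediate early genes, the pooled SD and the SD of 0.5, the restriction to members whose arrays differ, the percentile after quantile normalization and the look at housekeeping genes, were chosen only after the result was seen.

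Several families not described above held members over background. Among 12 annexins, calcium-dependent membrane binding proteins, 7 passed (adjusted p = 0.7), among them Anxa2 at 1207 ± 59.4, Anxa3 at 517 and Anxa4 at 752 ± 30.5. Annexins Anxa6 and Anxa7 were at 117 ± 4.61 and 169. Complement regulators and components passed in 6 of 17 cases (adjusted p = 0.539). Of the membrane regulators named by rule, Cd55 at 954, Cd59a at 1832 ± 125 and Cd59b at 316 ± 0.03 were above background, and Cd46 at 37.3 was not. Cr1l, another membrane regulator, named after its values were seen, read 416, 380 and 409 on arrays 1, 2 and 3. BMP, activin and TGF-beta receptors passed in 11 of 13 cases (adjusted p = 0.0349), a call lost with a bound of 100 (adjusted p = 0.739) and with a pooled SD (adjusted p = 0.502). Members included Tgfbr3 at 280.2, Tgfbr2 at 157, Tgfbr1 at 93.3, Acvrl1 at 73.6 and Acvr1b at 70.3. Type IV collagens and laminins passed in 10 of 16 cases (adjusted p = 0.531), with Lamc1 at 304 and Col4a6 at 73.6. Of 10 toll-like receptors 2 passed (adjusted p = 0.284), Tlr7, a sensor of RNA in endosomes, at 257 ± 13.4 and Tlr9 at 73.6. Of 36 interleukin and interferon receptor genes 17 passed (adjusted p = 1), with Il6ra at 162.

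GABA and glutamate receptor genes passed in 5 of 39 cases (adjusted p = 5.63e-05, a lower share than other genes). The 5 were the GABA receptor subunits Gabra4 at 281 ± 28.8 and Gabrb1 at 259.8 ± 58.9, with Grina at 92.8, Grm2 at 78.3 and Grin3b at 70.3 ± 0.93. Of 21 cholinergic receptor genes 6 passed (adjusted p = 0.284), namely Chrnb1 at 309 ± 11.9, Chrm1 at 129, Chrnd at 77.9, Chrnb4 at 76.3 ± 0.34, Chrna4 at 75.8 and Chrm4 at 71.6. Of 23 claudins 8 passed (adjusted p = 0.517), namely Cldn12 at 222 ± 35.3, Cldn20 at 107 ± 1.24, Cldn19 at 87.9, Cldn22 at 78.9, Cldn3 at 75.2 ± 2.47, Cldn14 at 73.6 and, described above, Cldn1 and Cldn5. Of 5 TRPC channels only Trpc1 passed, at 101 ± 15.5 (adjusted p = 0.539 for the family). Wnt ligands and frizzled receptors passed in 14 of 29 cases (adjusted p = 1), with Wnt4 at 190.3 and Wnt9b at 107. Fibroblast growth factors and receptors passed in 10 of 27 (adjusted p = 0.539), with Fgfr1 at 291.

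The first pattern is that 60.77% of genes had identical values in all 3 arrays. A floor at low signal is argued against, since 35.4% of genes with a mean signal over 150 were identical too. The same array deposited more than once is also argued against, since at least 22 genes differed by over 2-fold in every pair. A candidate explanation is median polish, the summarization step of RMA. On 3 simulated arrays that differed by noise alone it gave the same value in all 3 for 77.9% of genes with 25 probes each and for 0% of genes with 1 probe, though the summarization used here is not stated.

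The second pattern is that a few markers of other kidney cells were well over background. For endothelial cells in the sorted pools, 0 of the 28 endothelial markers other than Plat and Cldn5 had a signal over 150, whereas endothelial cells would bring their abundant transcripts together, so these cells are argued against as the source of Plat and Cldn5. Tubule RNA stays open. The proximal tubule gene Kap, chosen after its values were seen, was at 74.9 on array 1, 454 on array 2 and 146 on array 3, and its mean did not pass the test. Of the 12 other proximal tubule markers that varied, 3 were highest on array 2, but all 31 of the others measured were at or below a signal of 150, too near background to exclude a small carry-over of tubule RNA. Of the listed markers of later segments over 150, Umod was identical on all arrays. Egf (493 ± 36.0) was highest on array 1 and Tmem213 (218 ± 16.0) on array 3. Trpm7, at 262 and identical, was listed with them but is not specific to these segments. Collecting duct markers that varied lay in the upper tail on array 2, as given above, but so did endothelial and mesangial markers.

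The third pattern is that heat shock genes were lower on array 3. It was first noticed in Hspa8 (4877 ± 1367), Dnaja1 (2402 ± 641) and Hspa1a (208 ± 60.3), and a list of 34 measured chaperone genes and a list of 22 immediate early genes, all of the latter also in the fixed stress list, were drawn up afterwards. A chance choice of a few variable genes is argued against, because the other 31 chaperone genes lay at percentile 0.0 of matched random lists, with 22 lower on array 3 and 2 higher, and at percentile 0.01 with identical genes left out on both sides; this concerns the choice of genes, since array 3 is 1 sample. For scaling of array 3, 59.4% of the median shift of -0.13 was left after quantile normalization, between the bounds of 50% and 80% set in advance, so that test did not decide; the shift left was still at percentile 0.00, which argues against scaling as the whole cause and leaves a part in it open. A weaker response to dissociation in the pool of array 3 stays open: the immediate early genes were lower there as well, at percentile 0.01, though the shift of the list that holds them had been seen before.

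Some housekeeping genes, such as Hprt, Ppia and B2m, were lower on array 3 too. Of 14, 7 were lower there, 2 higher and 5 identical. The median over all 14 was at percentile 35.15, where the identical members hold it near 0, and the 9 that varied were at percentile 1.19 among genes that varied, with a median of -0.15. Whether the fall on array 3 is particular to stress genes is therefore left open. Beyond the explanations weighed here, no biological explanation was tested for these patterns, because the design names no contrast.

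The signal of Tek here was 35.8. That is lower than the values quoted from the study above. The signal of Npr3 here was 2999. That is lower than the value quoted from the study above. The signal of Id1 here was 38.3. That is lower than the value quoted from the study above. The signals of Foxd1, Aebp1, Smtn, Adam8 and Fhl2 here (2546, 243, 116, 117 and 83.6) were within 1.5 times the values quoted.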
